A study of Homo sapiens with 6 samples. Its data were reported in "HOXA13 in etiology and oncogenic potential of Barrett’s esophagus" (2021).

How the data were processed

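Poly(A) RNA of 6 lines of BAR-T was sequenced, with 1 library per line. They were 3 control lines and 3 single-cell clones in which HOXA13 had been knocked out. How the control lines were derived could not be worked out from the study's methods or the labels. A figure caption of the study describes the BAR-T control as transduced, without naming the vector. The control lines are called control clones here, although the study does not state that they were grown from single cells. BAR-T is an immortalized cell line from Barrett's esophagus, the metaplasia in which columnar epithelium replaces the squamous lining of the lower esophagus. HOXA13 encodes a homeobox transcription factor of the most posterior part of the HOXA cluster. The knock-out was made with a lentiviral CRISPR/Cas9 vector whose guide targets the first exon of HOXA13, and the study selected clones with out-of-frame deletions on both alleles. Such deletions need not lower the amount of mRNA, so the count of HOXA13 reads is only a partial check of the labels. The labels give no sequencing batch, and none was modelled.

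The authors deposited raw read counts per Ensembl gene, 1 table of 63677 genes for each library. Per the labels and the study's methods, directional libraries were prepared with a NEBNext kit, reads were mapped to hg19 with TopHat, and reads were assigned to genes with HTSeq. The values are whole numbers that the authors did not normalise. The strand setting of HTSeq and the release of the annotation are not stated. HTSeq in its usual setting discards reads with several equally good alignments, which lowers the counts of genes with a near-identical copy such as SPRR1A and SPRR1B. Genes that overlap a neighbour can lose or gain reads. Among the genes named by rule, S100A3, S100A4, S100A13, SCEL, DLL1, JAG1, FOLR3 and TENM3 overlap a gene on the same strand. HOXA13 overlaps 1 annotated gene on the other strand. EVPL, KLK7 and IVL are among the other named genes with an overlap on the other strand.

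Total assigned counts were 16716842, 19476925 and 15933636 in control clones 1, 2 and 3, and 20810320, 18991178 and 20897839 in knock-out clones 1, 2 and 3. A floor of 3 counts corresponded to between 0.144 and 0.188 CPM (counts per gene scaled to a fixed library total), and a gene below it was treated as not detectable at this depth. Reads carry no molecular identifiers, so the floor covers counting error only. Gene symbols were taken from a table of GRCh38 gene names by Ensembl identifier, which matched 52181 of the 63677 identifiers. Coordinates are quoted from the GENCODE annotation of GRCh38, not from hg19, and no coordinate was converted between builds.

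Genes were compared with the Wald test of DESeq2 (version 1.42.0), the package named in the study's methods, which do not state the test or its settings, with median-of-ratios size factors, default Cook's filter, default independent filtering and no covariate. Fold changes are control over knock-out, so that a positive log2 value means higher expression in the presence of intact HOXA13. A Benjamini-Hochberg adjusted p-value under 0.05 was the threshold. Normalised read counts are counts divided by DESeq2 size factors. The edgeR quasi-likelihood test (version 4.0.16) with TMM factors was the first alternative. For gene lists, a score was computed per library as the mean of log2(CPM + 1) over the list genes with at least 10 reads summed over the control clones and at least 10 summed over the knock-out clones, with CPM taken over total assigned counts. Scores were compared with fry of limma (version 3.58.1), a directional rotation test that was used two-sided on voom values, and with a two-sided exact permutation test of the 6 scores, whose smallest possible p-value is 0.1. The genes of the lists, the grouping of libraries, the tests of the main results and the rule for the genes to be named were fixed before the data were examined. The scores of 3 lists (proliferation, Notch target and interferon genes) were added after. Of the list genes, 3 entries were matched through a synonym and 0 stayed unmatched.

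The genes named in the text were chosen by a rule. They are HOXA13, 9 genes the study names for these cells, the genes of the epidermal differentiation complex that met the read minimum, and the 5 genes with the largest absolute log2 fold change in each direction among those past the threshold whose 3 control counts all lie on one side of the 3 knock-out counts. A gene named outside this rule is said to be so where it appears.

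The tests were tested on simulated data before use, with counts drawn for the real genes from their means and dispersions and with 100 genes changed by a log2 fold of 1 and 100 by a log2 fold of 2. DESeq2 recovered 67 of the former and 93 of the latter, and 67 of its 236 calls (28.4%) were genes that had not been changed. The edgeR test recovered 51 and 87, and 7 of its 153 calls (4.58%) were unchanged genes. For both tests the recovered and unchanged genes do not account for all calls. The remaining calls were genes of the shifted list of 14 given below, which was part of the same simulated counts. Without any changed gene, DESeq2 called 22 of 24121 genes and edgeR called 0 of 15248, with 698 genes at an unadjusted p-value under 0.05 in edgeR. The error rate of DESeq2 in these simulations was therefore above the nominal threshold at this group size. A simulated list of 14 genes shifted by a log2 value of -1 gave a score difference of -0.97 with fry, and an unshifted list of 14 genes gave 0.04.

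Alternatives were the edgeR test, a prior on fold changes in DESeq2, TMM and total-count size factors, other filters on low counts, no Cook's filter, the replicate number as a block, another pseudocount, other list rules, the camera test, and leaving out each library in turn. The replicate numbers come from the labels. Clones with the same number have no stated link. All libraries, and every deposited column of counts, were used. Splice variants, edited alleles and other cell models of the study were not analysed here.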

Results

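The transcriptomes of 3 control clones and 3 HOXA13 knock-out clones of BAR-T were compared to ask which genes depend on HOXA13 in Barrett's esophagus cells, and whether genes of squamous differentiation are among them. Each clone was represented by 1 library, so n = 3 per group throughout. Libraries held between 15933636 and 20897839 assigned counts. A count was recorded for 26854 genes in at least 1 library.

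HOXA13 (ENSG00000106031, GRCh38 chromosome 7, positions 27193503 to 27200091) was first examined as the targeted gene. Normalised HOXA13 read counts were 506 (control 1), 683 (control 2) and 611 (control 3), and 420 (knock-out 1), 406 (knock-out 2) and 367 (knock-out 3). The mean was 600.3 ± 89.1 (SD, n = 3) in control clones and 398 ± 27.3 (SD, n = 3) in knock-out clones. Each control clone therefore exceeded each knock-out clone, a pattern that chance gives in 10% of splits of 3 against 3. The log2 fold change was 0.59 (SE 0.18), with a DESeq2 adjusted p-value of 0.0641, which did not pass the threshold of 0.05. HOXA13 mRNA was thus still abundant in knock-out clones. Leaving out control clone 1 moved this result most, to a log2 fold change of 0.70 with a DESeq2 adjusted p-value of 0.00176. The other 14 tested genes of the HOXA cluster, long non-coding RNAs included, had DESeq2 adjusted p-values of at least 0.694 and log2 fold changes from -0.64 to 0.48. Adjusted over the cluster genes alone, HOXA13 passed in DESeq2, while 0 genes passed in edgeR (smallest adjusted p-value 0.0552).

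Similarity between clones was then compared within and between groups. Over 15251 expressed genes, Pearson correlation of log2 CPM ranged from 0.962 to 0.967 for pairs of control clones and from 0.966 to 0.975 for pairs of knock-out clones. Pairs from different groups ranged from 0.938 to 0.982. The most similar pair of libraries was control 1 and knock-out 2, which lie in different groups. These correlations are across genes, which are not independent replicates. The first principal component held 45.5% of the variance. Control 1 (-7.74) and knock-out 2 (0.08) lay between control clones 2 and 3 (43.1 and 53.9) and knock-out clones 1 and 3 (-39.8 and -49.5). Pairs from different groups were thus not uniformly less similar than pairs from the same group.

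In DESeq2, 171 of 15699 genes tested had an adjusted p-value under 0.05, of which 74 were higher in control clones and 97 were higher in knock-out clones. The median absolute log2 fold change of the 171 genes was 1.36. In all genes tested, 14.02% had non-overlapping groups, where chance gives 10%. Leaving out control 1 moved this number most, to 673 genes. The edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes of 15251, with 1541 genes at an unadjusted p-value under 0.05 where 763 were expected by chance. The smallest adjusted p-value in edgeR was 0.484. Of the 171 genes, 166 were tested in edgeR, and these 166 had the same sign there and an unadjusted p-value under 0.05. The number of genes past the threshold thus depended on the test and on the libraries included.

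The study names 9 genes for these cells. All 9 had a DESeq2 adjusted p-value under 0.05, the largest being 0.0469 for ANXA9, and all 9 also passed when adjusted over the list alone. As the study chose them from these data, this agreement shows no stability. With edgeR 0 of the 9 genes passed, at an adjusted p-value of 0.484 for each, while the unadjusted p-value was under 0.05 for 9 of 9 and, adjusted over the list alone, 9 passed. The 6 of these 9 genes that were lower in control clones were SCEL, EVPL, KLK7, ANXA9, EMP1 and SERPINB13. Normalised read counts of SCEL (chromosome 13) were 4483 ± 1217 (SD) in control clones and 9702 ± 2602 in knock-out clones, with a log2 fold change of -1.11 (SE 0.27). For EVPL (chromosome 17) they were 1816 ± 462 and 3172 ± 499.5, with a log2 fold change of -0.80 (SE 0.22). KLK7 (chromosome 19) was counted at 9.09 ± 7.41 in control clones and 147 ± 159 in knock-out clones, a log2 fold change of -4.02 (SE 0.81), and knock-out 3 held most of the reads (327 normalised reads, against 29.4 in knock-out 2). ANXA9 (chromosome 1) was counted at 12.2 ± 1.07 and 54.2 ± 33.9, a log2 fold change of -2.15 (SE 0.61). EMP1 (chromosome 12) and SERPINB13 (chromosome 18) had log2 fold changes of -0.98 (SE 0.26) and -2.06 (SE 0.41).

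The other 3 of the 9 genes, DLL1, JAG1 and FURIN, were higher in control clones. DLL1, a Notch ligand (GRCh38 chromosome 6, positions 170282206 to 170306565), was counted at 248 ± 50.8 (SD) in control clones and 68.3 ± 28.5 in knock-out clones. Its log2 fold change was 1.86 (SE 0.34), with a DESeq2 adjusted p-value of 8.4e-05. JAG1, another ligand (GRCh38 chromosome 20, positions 10637684 to 10673999), was counted at 12360 ± 3772 and 5665 ± 2362, with a log2 fold change of 1.13 (SE 0.31) and a DESeq2 adjusted p-value of 0.0329. FURIN, which encodes a protease that processes Notch receptors (chromosome 15), had a log2 fold change of 0.63 (SE 0.16). For these 9 genes the lowest count in the higher group exceeded the highest count in the lower group.

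**Figure D1:**
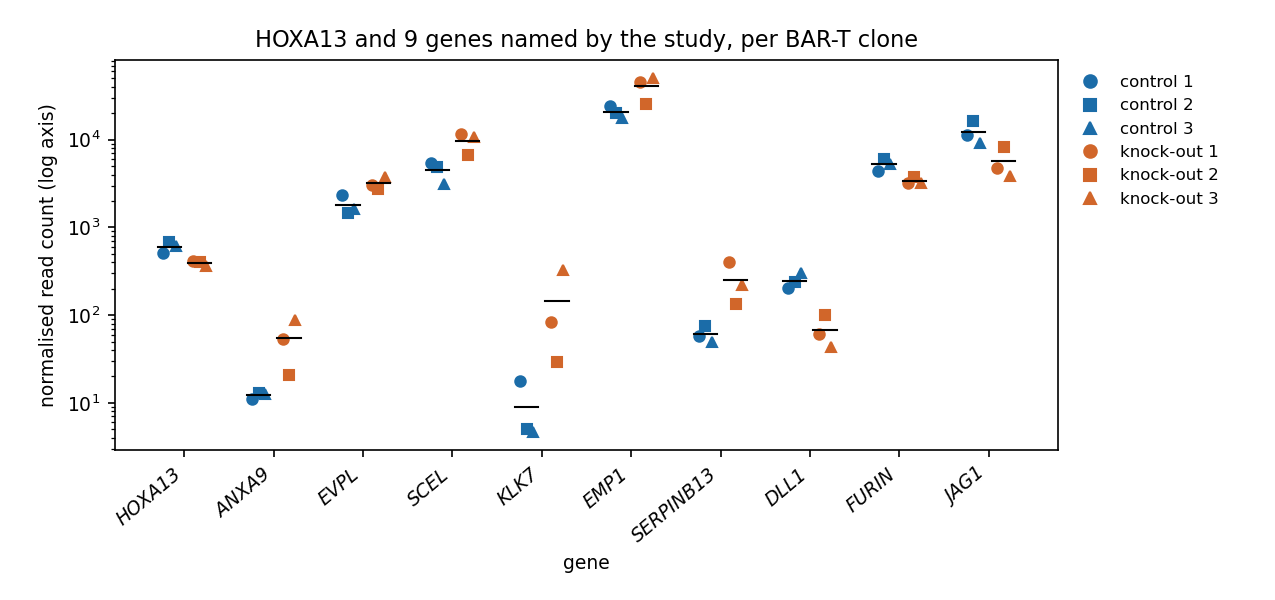
Normalised read counts (vertical log axis) of HOXA13 and the 9 genes named by the study (horizontal axis), with 1 symbol per clone and a black line at each group mean. For each of these genes the 3 control clones (blue) do not overlap the 3 knock-out clones (orange), and the means of HOXA13 lie at 600.3 and 398.

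A set of 28 genes, which includes 4 of these 9 (JAG1, SERPINB13, KLK7 and ANXA9), was named by the study as regulated in the same direction in a second cell model, which was not analysed here. All 28 changed in the stated direction in these libraries, and 23 of them had a DESeq2 adjusted p-value under 0.05. The largest was 0.0777. Adjusted over each list of 14 alone, 14 of the 14 genes higher with HOXA13 and 14 of the 14 genes lower with HOXA13 passed. These genes too were chosen by the study from these data.

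The genes with the largest fold changes among those past the DESeq2 threshold were expressed at low levels in at least 1 group. Higher in control clones were POSTN (chromosome 13, log2 fold change 6.69, SE 1.44), FOLR3 (chromosome 11), RNF144A (chromosome 2, log2 fold change 4.87, SE 0.98), TENM3 (chromosome 4, log2 fold change 3.61, SE 0.56) and INSYN2B (chromosome 5, log2 fold change 3.26, SE 0.70). FOLR3 was at or under the floor of 3 counts in each knock-out clone and had a group mean in control clones at least 5.96-fold higher. Higher in knock-out clones were SLC26A9 (chromosome 1), MUC5AC (chromosome 11), VTCN1 (chromosome 1), ZNF85 (chromosome 19) and RARRES1 (chromosome 3, log2 fold change -4.39, SE 1.01). SLC26A9, MUC5AC, VTCN1 and ZNF85 were at or under the floor of 3 counts in each control clone, and had group means in knock-out clones at least 23.9-fold, 28.6-fold, 5.5-fold and 14.9-fold higher. The raw counts varied widely between knock-out clones. SLC26A9 had 209 counts in knock-out 1, 4 in knock-out 2 and 61 in knock-out 3, MUC5AC, which encodes a gastric mucin, had 50, 26 and 259, and VTCN1 had 48, 2 and 13, so that knock-out 2 was itself under the floor for VTCN1. With a prior on fold changes in DESeq2, POSTN, FOLR3, SLC26A9 and VTCN1 no longer passed the threshold.

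The epidermal differentiation complex is a cluster of genes for cornification of stratified epithelium on chromosome 1 (GRCh38 positions 151982915 to 153632039 for the 62 genes listed here). The study plotted 14 of its genes, and 13 of these met the read minimum. Their mean score was 5.81 ± 0.36 (SD, n = 3) in control clones and 6.36 ± 0.31 (SD, n = 3) in knock-out clones. The difference, control minus knock-out, was -0.55 on the log2 scale, and the groups overlapped, as control 1 (6.21) scored above knock-out 2 (6.07). The fry test gave a p-value of 0.0453, which became 0.131 after Benjamini-Hochberg adjustment over the 4 lists whose scores were planned and 0.229 over all 7 lists scored, and the exact permutation test gave 0.2 (the smallest it allows is 0.1). Leaving out control 1 moved the difference most, to -0.75, with a fry p-value of 0.0552. Of the 13 genes, 10 had a lower and 3 a higher mean in control clones, and DESeq2 called 1, S100A4, with a log2 fold change of -1.32 (SE 0.37) and an adjusted p-value of 0.0348. S100A4 overlaps S100A3 on the same strand, so its count may have lost or gained reads. Adjusted over the 14 genes alone, 1 gene passed.

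IVL, SPRR1B and S100A9 together made up 75% of the summed difference over the 13 genes. These genes were singled out after their values were seen. SPRR1B was counted at 3.92 ± 3.14 CPM (SD) in control clones and 22.8 ± 26.9 CPM in knock-out clones, and S100A9 at 8.79 ± 13.4 CPM and 32.6 ± 28.9 CPM. IVL, which encodes involucrin, was counted at 11.2 ± 8.25 CPM and 23.9 ± 5.1 CPM. For these 3 genes the DESeq2 adjusted p-value was at least 0.386. Without control 1, IVL (DESeq2 adjusted p-value 0.0267) and S100A9 (0.00053) passed. SPRR1B has a near-identical neighbour, SPRR1A, so reads that align equally well to both may have been discarded. S100A10, S100A11 and S100A16 differed by less than 0.05 on the log2 scale, with log2 fold changes of -0.05, -0.01 and -0.03. S100A2, the most highly expressed of the 13 genes, was higher in control clones (log2 fold change 0.50, SE 0.23), with a DESeq2 adjusted p-value of 0.361. Without knock-out 2, S100A2 passed in that direction (log2 fold change 0.76, DESeq2 adjusted p-value 0.00176). S100A6, lower in control clones, also passed in that fit (log2 fold change -0.48, DESeq2 adjusted p-value 0.0303).

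**Figure D2:**
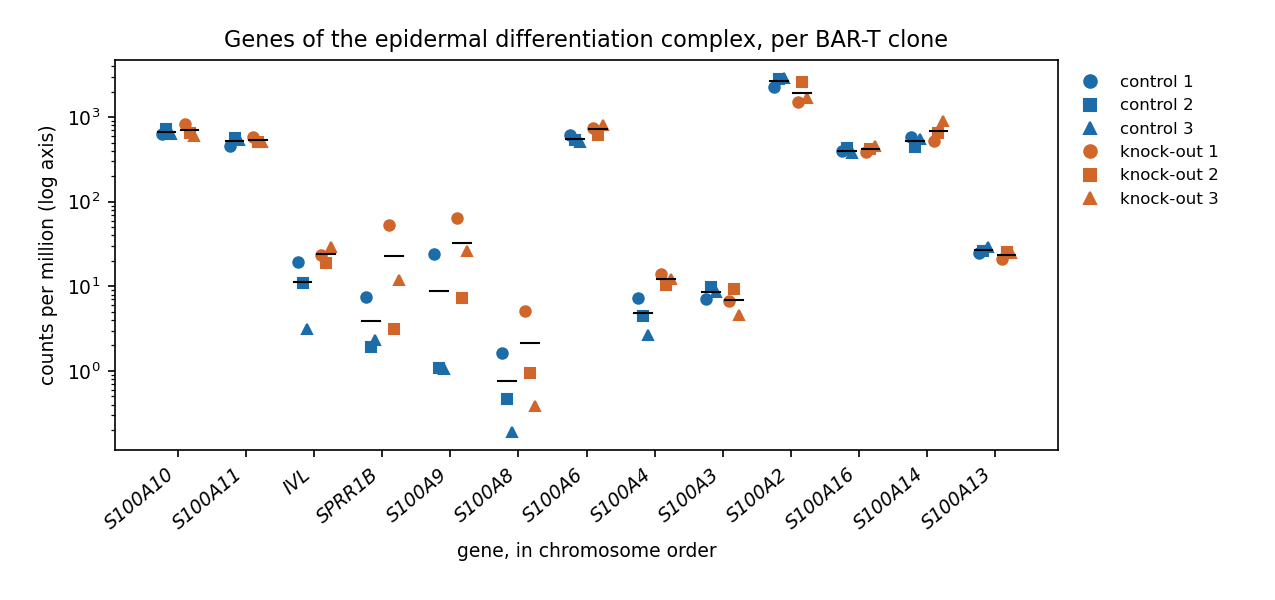
CPM (vertical log axis) of the 13 genes of the epidermal differentiation complex that met the read minimum, in chromosome order (horizontal axis), with 1 symbol per clone and a black line at each group mean. SPRR1B, S100A9 and S100A8 vary widely between clones of the same group, and the control clones (blue) lie fully below the knock-out clones (orange) only for S100A4.

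For genes of the cornified envelope outside the complex, 15 of 22 genes met the read minimum. The score difference was -0.58 (4.09 ± 0.27 in control clones, 4.67 ± 0.45 in knock-out clones, SD), with a fry p-value of 0.0951 and an exact permutation p-value of 0.2. DESeq2 called 3 genes of this list (EVPL, SCEL and KLK7), all lower in control clones, and 6 when adjusted over the list alone. Of these 6, PKP1 had a higher mean in control clones (log2 fold change 2.39, SE 0.94) and the others were lower. The PKP1 groups overlapped, as control 1 (4.01 CPM) lay below knock-out 1 (4.85 CPM) and knock-out 2 (4.32 CPM). Adjusted over all genes, the DESeq2 p-value of PKP1 was 0.237. PKP1 was named after its values were seen. Squamous keratins and related markers, of which 15 of 16 genes were kept, did not differ as a list (difference -0.01, fry p-value 0.825, exact permutation p-value 1). Of these 15 genes, 8 had a higher and 7 a lower mean in control clones. Under DESeq2 size factors the difference changed sign, to 0.0055. Over the whole list, DESeq2 called 0 genes, and 2 when adjusted over the list alone. These were KRT14 (log2 fold change 3.43, SE 1.10) and KRT5 (0.74, SE 0.26), both higher in control clones. Both were named after their values were seen.

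Columnar markers, of which 13 of 29 genes met the read minimum, had a mean score of 5.25 ± 0.46 (SD, n = 3) in control clones and 6.08 ± 0.22 (SD, n = 3) in knock-out clones. Each control clone scored below each knock-out clone, and the exact permutation p-value was 0.1, the smallest that 3 against 3 allows. The difference of -0.82 had a fry p-value of 0.0983 and did not pass the threshold. Of the 13 genes, 11 had a lower mean in control clones. Over the whole list, DESeq2 called 1 gene, MUC5AC, which had too few reads in control clones to enter the score.

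**Figure D3:**
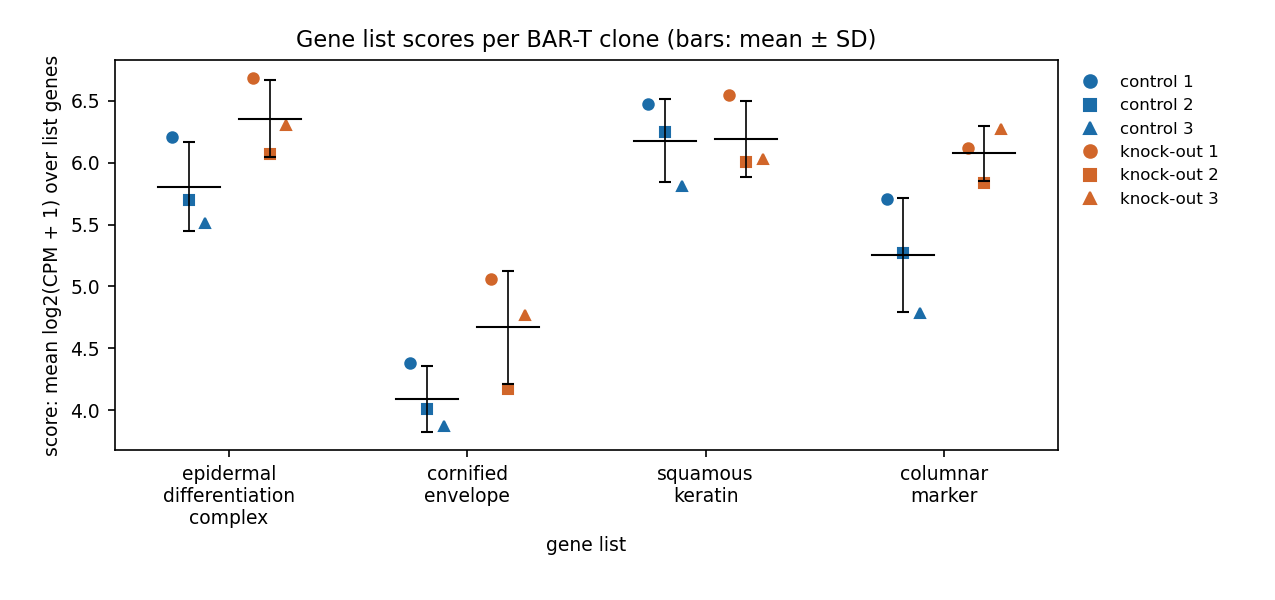
Scores of 4 gene lists (vertical axis, mean of log2(CPM + 1) over the list genes) for each clone, with black bars for mean and SD of each group. Control clones (blue) lie below knock-out clones (orange) without overlap only for the columnar markers (5.25 ± 0.46 against 6.08 ± 0.22), and control 1 has the highest score of the control clones in each list.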

Values the study reported

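With a q-value cut-off of 0.05 and no restriction on fold change, the study entered 146 BAR-T genes in its pathway analysis. For HOXA13-positive over HOXA13-negative BAR-T cells, it reported fold changes of 0.48 for ANXA9, 0.61 for EVPL, 0.52 for SCEL, 0.42 for KLK7, 0.56 for EMP1 and 0.38 for SERPINB13. Fold changes of 2.57, 1.49 and 1.85 were reported for DLL1, FURIN and JAG1.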

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

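The older dispersion method of edgeR and the limma-voom test were chosen after seeing the data, as was the recomputation of the proliferation, Notch target and interferon scores; the other alternatives were set before.

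The number of genes past the threshold depended on the test. It was 171 with DESeq2 as described, 156 with a prior on fold changes, 180 with TMM factors, 192 with total-count size factors, 155 with at least 10 counts in at least 3 libraries, 182 without Cook's filter and 103 without independent filtering. The edgeR test called 0 genes (1541 at an unadjusted p-value under 0.05), as did its older dispersion method (0 genes, 1485 unadjusted) and limma-voom (0 genes, 1453 unadjusted). In the fits with TMM and total-count factors, 167 and 161 of the 171 genes were called again. Of the 9 genes named by the study, 0 passed in edgeR, in edgeR with the older dispersion method and in limma-voom, against 6 without independent filtering. This group size does not by itself rule out calls in edgeR, which made 153 on simulated data with planted changes. As the real changes and the real spread may differ from the simulated ones, this does not decide why edgeR called 0 genes here. The prior degrees of freedom of edgeR, which are low where genes differ widely in their spread, were 2.86 here and 5.57 in the simulation without changed genes. In simulations 28.4% of the DESeq2 calls were genes that had not been changed, so that part of the 171 genes may be false calls. The simulations used the dispersions that DESeq2 estimated, which may not match the real spread. The share of 28.4% therefore need not hold for the 171 genes.

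The replicate number pairs no clones by design, and deviations from the group means of same-numbered clones correlated little across genes (mean Pearson r 0.0663). With the replicate block, DESeq2 called 422 genes, 145 of the 171 among them, and 8 of the 9 study genes. With the replicate block in edgeR, 0 genes and 0 of the 9 study genes passed (1598 genes at an unadjusted p-value under 0.05). The block gave a HOXA13 log2 fold change of 0.59 in DESeq2, an epidermal differentiation complex difference of -0.55 (fry p-value 0.0241) and a columnar difference of -0.82 (fry p-value 0.189). Under the block, SPRR1B (DESeq2 adjusted p-value 0.00158) and S100A9 (0.0253) passed in DESeq2 but not in edgeR, and the cornified envelope difference of -0.58 passed the threshold (fry p-value 0.0392).

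Across the 6 fits that each left out one library, DESeq2 called from 29 to 673 genes, and from 2 to 9 of the study genes. The 2 highest numbers came without control 1 (673) and without knock-out 2 (654), the 2 libraries of the most similar pair. The balance of directions changed as well. More genes were higher in control clones than in knock-out clones without control 3 (48 and 28), without knock-out 1 (52 and 29) and without knock-out 3 (16 and 13), against 74 and 97 with all libraries, 227 and 446 without control 1, 23 and 28 without control 2, and 273 and 381 without knock-out 2. Of the 171 genes, 14 were called in each of the 6 fits. The HOXA13 log2 fold change ranged from 0.49 to 0.70, and passed the threshold only without control 1 (DESeq2 adjusted p-value 0.00176, with a range of 0.00176 to 0.627 across these fits).

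The score of the epidermal differentiation complex kept its direction in all alternatives run, and its side of the threshold in few. The difference was -0.53 with DESeq2 size factors, -0.55 with TMM, -0.55 for genes with a mean of at least 10 counts, -0.55 for all list genes with a count, -0.55 with camera and -0.63 for all genes of the complex, with p-values from 0.0509 to 0.17, all above 0.05; the cause was not tested. It passed without SPRR1A and SPRR1B (-0.45, fry p-value 0.0319). A pseudocount of 0.1 CPM (-0.66) and the median over genes (-0.37) moved the difference but do not enter the fry test. It ranged from -0.75 to -0.38 with one library left out, and passed in 0 of these 6 fits, with fry p-values from 0.0524 to 0.12. The cornified envelope difference ranged from -0.83 to -0.46 and the columnar difference from -1.13 to -0.64 with one library left out, and each passed in 1 of 6 fits. The squamous keratin difference was close to 0 and reversed with DESeq2 size factors (0.0055) and as a median over genes (0.19), and ranged from -0.14 to 0.21 with one library left out; the cause was not tested.

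With one library left out, log2 fold changes that reversed were those of S100A10 (-0.15 to 0.13), S100A11 (-0.096 to 0.089), S100A16 (-0.11 to 0.030) and S100A8 (-2.68 to 0.23), and the Notch target score reversed likewise (-0.41 to 0.048). Beside the main results, 37 results were recomputed, with these genes and the Notch target score among them. In 383 comparisons with other alternatives, 83 were weaker, 2 stronger, 12 moved and 0 reversed. In 222 comparisons with one library left out, 53 were weaker, 6 stronger, 11 moved and 8 reversed. The depth limits the genes near the floor of 3 counts. The fold changes given against the floor, for FOLR3, SLC26A9, MUC5AC, VTCN1 and ZNF85, are lower bounds. POSTN, RNF144A and RARRES1 also had counts near the floor, but their fold changes are fitted estimates and not bounds.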

Other observations

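The tests of chance, library size, GC content, transcript length and the neighbourhood of the epidermal differentiation complex were chosen before the results were seen; the tests of the interferon, HOXA cluster, proliferation, Notch target, clone, keratin and chromosome window patterns were chosen only after.

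The 171 genes called by DESeq2 were set against other splits of the 6 libraries into 3 and 3. Of the 4 splits that part all same-numbered clones, 1 gave as many genes, the real one; as 4 splits cannot give a share under 0.05, the result cannot be told apart from chance in the grouping. Restricting the splits by number has no basis in the design, as the numbers pair no clones. Of all 10 splits, 2 gave as many. The other 6 splits keep 2 same-numbered pairs whole. The 1 of these with control 1, knock-out 1 and knock-out 3 on one side gave 324 genes, of which 21 were among the 171. In edgeR, the split with control 1, control 2 and knock-out 1 on one side gave 1 gene (smallest adjusted p-value 0.00479). The real split gave 0 genes in edgeR (0.484). At an unadjusted edgeR p-value under 0.05, 2 of all 10 splits, the real one included, gave as many genes. Technical explanations were tested as well. After thinning all libraries to the smallest total, 85.4% of the 171 genes were still called, which speaks against library size. Spearman correlation of the log2 fold change with GC content was 0.0077 and with transcript length 0.0502 across the 97.5% of tested genes with a value, which speaks against both.

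Control 1 and knock-out 2 were the most similar pair of libraries. Deviations of these 2 clones from their group means had a Pearson r of -0.317 across 15251 genes, and the 9 pairs of 1 control and 1 knock-out clone ranged from -0.34 (control 2 and knock-out 3) to 0.278. As the pair was singled out for its similarity, this value restates the pattern and does not test its cause. A gene programme that varies between clones whatever their HOXA13 genotype, a mixture of cells and a mislabelled clone cannot be told apart here. Exchanging the labels of these 2 clones gives the split with 324 genes named above, against 171 with the labels as deposited (edgeR 1823 against 1541 at an unadjusted p-value under 0.05), while HOXA13 counts (506 in control 1, 406 in knock-out 2) keep each clone on the side of its label. Of the 171 genes, 14 were called by DESeq2 whichever of the 6 libraries was left out. Beside DLL1, SERPINB13, TENM3, ZNF85 and POSTN they include, named after their values were seen, NDRG1 (log2 fold change 1.09, SE 0.14), MCAM (2.73, SE 0.40), MAF (1.63, SE 0.27) and IL7R (2.29, SE 0.39), higher in control clones, and LTBP3 (-1.67, SE 0.26) and ITGB7 (-2.39, SE 0.43), higher in knock-out clones.

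Keratin genes of the squamous list differed in both directions, although DESeq2 called 0 genes of this list (smallest adjusted p-value 0.0926). The log2 ratio of KRT4 plus KRT13, keratins of suprabasal esophageal cells, to KRT5 plus KRT14, keratins of basal cells, was -2.88 ± 1.57 (SD) in control clones and 0.47 ± 1.27 in knock-out clones, higher by 3.35 in the latter, with an exact permutation p-value of 0.1, the smallest possible. The ratio was higher in each knock-out clone than in each control clone. As these genes were chosen after their values were seen, the ratio restates the pattern and does not test for a shift from basal to suprabasal keratins. Control 1 (-1.18) and knock-out 2 (-0.68) lay close to each other. Columnar markers were not higher in control clones. MUC1 was counted at 83.3 ± 87.7 CPM (SD) in control clones and 554.5 ± 188 CPM in knock-out clones (DESeq2 adjusted p-value 0.215), and AGR2 at 32.2 ± 21.8 CPM and 118 ± 56.5 CPM (DESeq2 adjusted p-value 0.175), both named after their values were seen. No explanation of the columnar pattern was tested.

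Control 3 had high counts of interferon-induced genes. All 20 genes of the interferon list were highest in control 3, at a median of 6.13 times the median of the other libraries, while 18.6% of all tested genes were highest there, which speaks against a library-wide scaling of control 3. DESeq2 called 0 of the 18 genes it could test, with 6 of them at an unadjusted p-value under 0.05, and the score difference of 1.06 fell to 0.15 without control 3. The pattern may be a response of that clone or culture. Whether contamination or a viral vector played a part was not tested.

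The lower HOXA13 count in knock-out clones was set against the whole HOXA cluster. The median log2 fold change of the other 14 tested genes was -0.14, opposite in sign to HOXA13, which speaks against a change of the whole cluster. Degradation of transcripts with a premature stop, reads lost over the deletions and reads of the overlapping gene on the other strand were not tested, and the adjusted p-value of 0.0641 does not exclude spread between clones. For the epidermal differentiation complex, the 100 expressed neighbours had a median log2 fold change of -0.017 against -0.94 for the 19 expressed genes of the complex and -0.37 for the 14 genes plotted by the study, which speaks against a change of the whole chromosomal neighbourhood.

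The study describes slower growth of knock-out cells. The score of 25 proliferation genes was not lower in knock-out clones (control minus knock-out -0.14, fry p-value 0.395, exact permutation p-value 0.4). Without control 3 it was higher in knock-out clones past the threshold (-0.26, fry p-value 0.0352), and in the other 5 fits with one library left out it did not pass (fry p-values from 0.351 to 0.763). Higher DLL1 and JAG1 counts in control clones did not go with a higher Notch target score. Of the 8 genes in the score, 3 had a higher and 5 a lower mean in control clones. LFNG was higher (log2 fold change 0.52, DESeq2 adjusted p-value 0.177) and HES1 lower (-0.58, DESeq2 adjusted p-value 0.459). Both genes were named after their values were seen. A mean over genes that go both ways does not decide whether single targets changed. The score difference of 8 Notch target genes was -0.13 (fry p-value 0.851, exact permutation p-value 0.8). Without control 1 it was lower in control clones past the threshold (-0.41, fry p-value 0.0144), and in the other 5 fits with one library left out it did not pass (fry p-values from 0.759 to 0.986).

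Expression of neighbouring genes was shifted together in control 1 on chromosome 3, and in both control 2 and knock-out 1 on chromosome 1. In windows of 60 consecutive expressed genes, 5 of 249 windows had a library whose median lay more than 0.25 (log2) from the median of all libraries. The last 4 windows of chromosome 3, from RNF13 to LMLN, lay between 0.31 and 0.43 above it in control 1, and 1 window on chromosome 1, from PIGR to IARS2, lay at -0.49 in control 2 and -0.38 in knock-out 1. The median of the largest shift was 0.05 in the other windows. Of the 228 genes in the chromosome 3 windows, 53.1% were highest in control 1, against 14.8% of all genes. As the windows were picked for a shifted median, a high share follows from that choice and does not test whether a few genes carry the shift. The shift of 0.43 could reflect a copy-number difference between clones, which cannot be told apart from other explanations without a DNA measurement. These 5 windows held 5 of the 171 genes.

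Fold changes of 3 of the 9 quoted genes differ by more than 1.5 times from the values quoted above, and those of the other 6 by less. The ratio of control to knock-out clones was 0.0618 for KLK7. That is lower than the value quoted from the study above. The ratio was 0.226 for ANXA9. That is lower than the value quoted from the study above. The ratio was 0.24 for SERPINB13. That is lower than the value quoted from the study above. With a prior on fold changes in DESeq2, which shrinks the estimates of variable genes, the ratios were 0.409 for KLK7, 0.481 for ANXA9 and 0.377 for SERPINB13.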
